A study of Homo sapiens with 12 samples. Its data were reported in "Hematopoietic transcription factor GFI1 promotes anchorage independence by sustaining ERK activity in cancer cells" (2022).

How the data were processed

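RNA-Seq libraries from control and GFI1-expressing A549 cells, each attached or kept in suspension for 48 hours, were compared in 4 groups of 3 libraries. The mRNA was selected by poly-A and sequenced on an Illumina NovaSeq system by the authors, after transduced cells were sorted by their GFP marker. The deposited values are raw counts of sequenced fragments per gene, which the authors obtained with FastQC for quality control, Hisat2 for alignment to GRCh38 and featureCounts for assignment to genes. The annotation release and the strandedness setting of the counting were not stated. Gene type, length and position were taken from the deposited table, and GC content from GENCODE v44. Of the 58735 gene identifiers, 99.1% were found in GENCODE v44, and 99.974% of the matched genes overlapped on the same chromosome. Identical start and end positions were found for 70.3% of the matched genes, and positions printed here are those of the deposited table. In the deposited table, 27 gene symbols had been turned into dates, and these genes were named through their identifiers.

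Groups and replicate numbers were taken from the sample labels. Total counts ran from 17014188 to 20748677 per library, and 38076 genes had at least 1 count. At this depth, a gene with 3 counts or fewer in each library of a group was treated as being at the floor, and a fold change against such a group was computed against 3 counts and given as a lower bound. No other per-sample column of values was used. The total counts, genes detected (26273 to 28042), share of mitochondrial counts (6.15% to 7.11%) and share of the 10 most abundant genes (7.18% to 8.42%) were similar across libraries.

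The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr on the 4 groups with a minimum count of 10 and a minimum total count of 15. This left 17829 genes, 13761 of them protein coding, which held between 99.819% and 99.874% of the counts of each library. Libraries were scaled by TMM, with factors from 0.939 to 0.971 in control and from 1.04 to 1.06 in GFI1 libraries. One quasi-likelihood model with 4 group means was fitted to the 12 libraries (biological coefficient of variation 4.86%), and 5 contrasts were tested: the GFI1 effect in attached cells, the GFI1 effect in floating cells, the suspension effect in control cells, the suspension effect in GFI1 cells, and their interaction. P values were two-sided and adjusted by Benjamini-Hochberg within each contrast, and genes with an adjusted p of 0.05 or less were counted without a fold change threshold. CPM values are scaled by TMM, and the log2 CPM scale used a prior count of 2. Principal components were computed on log2 CPM of the tested genes.

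The text names GFI1, RASGRP2 and the adhesion and replication genes that the study named. For each contrast, it also names up to 5 genes with the highest and 5 with the lowest log2 fold change among genes past the threshold with a mean log2 CPM of at least 1, a protein-coding annotation and, in the 4 pairwise contrasts, no overlap in CPM between the groups. For each list, the member with the lowest adjusted p in each direction was also taken. For 3 libraries against 3, 10% of genes without any difference would have groups that do not overlap. A few other genes are said to have been chosen after their values were seen.

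The 11 gene lists were the adhesion genes and replication genes named in the study, replication machinery, integrins, mitochondrial ribosome, nuclear respiratory chain, mitochondrially encoded mRNAs, cytosolic ribosome, type I interferon response, ERK output and RASGRP exchange factors. Of the tested adhesion genes, 6 are also integrins, and 5 of the named replication genes are in the replication machinery list. Lists were tested with camera in limma 3.58.1 with the inter-gene correlation preset to 0.01, two-sided, over the 5 contrasts and 11 lists. The lists of hypoxia response and YAP targets were added after the genes with the largest suspension effects were seen, and the genes that prompted them were left out.

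The groups, contrasts, tests, 11 lists, the rule for naming genes and the alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0, RLE size factors, upper quartile scaling, library size only, no low-count filter, at least 10 counts in every library, robust empirical Bayes, only the 2 groups compared, a gene length offset (loess span 0.5), a replicate block with and without that offset, a fold change of at least 2 as well, fry and camera with an estimated correlation, the Spearman coefficient, genes with a mean log2 CPM of at least 1, and leaving out each library in turn. The code was tested on simulated data in which 200 genes were changed by 1 log2 unit. Recovery, taken over fewer than the 200 changed genes, was 86.7% for the GFI1 effect in floating cells and 73.0% for the interaction. There were 0 false calls in attached cells, and the fitted changes had a slope of 1.00 on the planted ones. A planted list shift gave a camera p of 1.56e-144 and an unshifted list 0.913. A planted length trend of 0.0998 log2 units per doubling of length was 0.00481 after the offset.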

Results

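GFI1 is a zinc-finger transcription factor of blood cell development, and the study asked how it changes lung cancer cells that keep or lose contact with a substrate. A549 is an established human lung adenocarcinoma cell line that grows attached to the dish. Control A549 cells and A549 cells made to express GFI1 with a lentivirus were collected either attached or after 48 hours of forced suspension, when they were floating. The sample labels do not state whether the control cells carried an empty vector, so the GFI1 effects include any effect of transduction that the controls lacked. The paper describes empty-vector A549 controls for its animal assays, but names no vector for the RNA-Seq controls. The mRNA of the cells was sequenced, which gave 4 groups of 3 libraries. Neither the paper nor the sample labels state whether the 3 libraries of a group came from separate transductions. If they did not, the p values here measure the spread among cultures or libraries, and not that among transductions. The attached control libraries held 17897730, 19493795 and 18295138 counts, and the attached GFI1 libraries held 17014188, 20748677 and 18989811. The floating control libraries held 17682486, 17445472 and 18200963 counts, and the floating GFI1 libraries held 17132435, 17488811 and 19146265. On the first principal component, which carried 69.8% of the variance, GFI1-expressing libraries separated from control libraries. The second component, with 12.7%, separated floating from attached libraries, and on it floating GFI1 replicate 3 scored -13.6 while the other 2 floating GFI1 libraries scored -20.6 and -23.9. Replicates differed by more than counting noise, with a chi-square per gene from 1.93 to 10.5 over the 12 pairs of replicates. The highest value was that of floating GFI1 replicates 2 and 3.

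The introduced gene was examined first, since it checks which libraries are labelled as control or GFI1. GFI1 (ENSG00000162676) lies on the minus strand of chromosome 1, from 92474762 to 92486876 in GRCh38. In attached cells, its level was 0.471 ± 0.206 CPM (counts scaled to a common library size) in controls and 290.1 ± 4.4 CPM after GFI1 expression (SD, n = 3 each). In floating cells it was 0.624 ± 0.125 CPM in controls and 560.1 ± 138 CPM after GFI1 expression (SD, n = 3 each). The GFI1 counts ran from 4 to 12 in the control libraries and from 5154 to 12796 in the GFI1 libraries. Every library thus matched the control or GFI1 part of its label, and the attached or floating part was not checked in this way. The gene counts do not separate the introduced transcript from the endogenous one. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold change of GFI1 over control was 9.23 ± 0.21 (SE) in attached cells (adjusted p 3.68e-22) and 9.79 ± 0.20 in floating cells (adjusted p 2.61e-23). In GFI1-expressing cells, GFI1 was 1.93-fold higher after suspension (log2 fold change 0.95 ± 0.10, adjusted p 2.38e-08), and this value ran from 0.73 to 1.11 when single libraries were left out. In control cells the change with suspension was 0.39 ± 0.70 (adjusted p 0.703), and the difference between the 2 suspension changes was not past the threshold (0.56 ± 0.73, adjusted p 0.718).

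RASGRP2, which the study placed between GFI1 and ERK signaling, encodes a guanine nucleotide exchange factor for Rap1. The gene (ENSG00000068831) lies on the minus strand of chromosome 11, from 64726911 to 64745456. RASGRP2 was at 1.24 ± 0.347 CPM in attached control cells and 25.5 ± 1.77 CPM in attached GFI1-expressing cells (SD, n = 3 each). In floating cells the corresponding levels were 1.03 ± 0.508 and 18.3 ± 1.08 CPM (SD, n = 3 each). By edgeR's quasi-likelihood test, RASGRP2 was upregulated 20.5-fold by GFI1 in attached cells (log2 fold change 4.36 ± 0.16, adjusted p 9.55e-18) and 17.5-fold in floating cells (4.13 ± 0.18, adjusted p 1.62e-16). The control libraries held only 8 to 27 RASGRP2 counts each, and leaving out single libraries moved the log2 fold change from 4.18 to 4.58 in attached cells and from 3.80 to 4.47 in floating cells. In GFI1-expressing cells, RASGRP2 was lower after suspension (-0.48 ± 0.11, adjusted p 0.000855). In control cells the change was -0.25 ± 0.30 (adjusted p 0.544), and it was 0.076 without floating control replicate 2. The difference between the suspension changes was -0.23 ± 0.32 (adjusted p 0.735) and became 0.12 without floating control replicate 1.

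**Figure D1:**
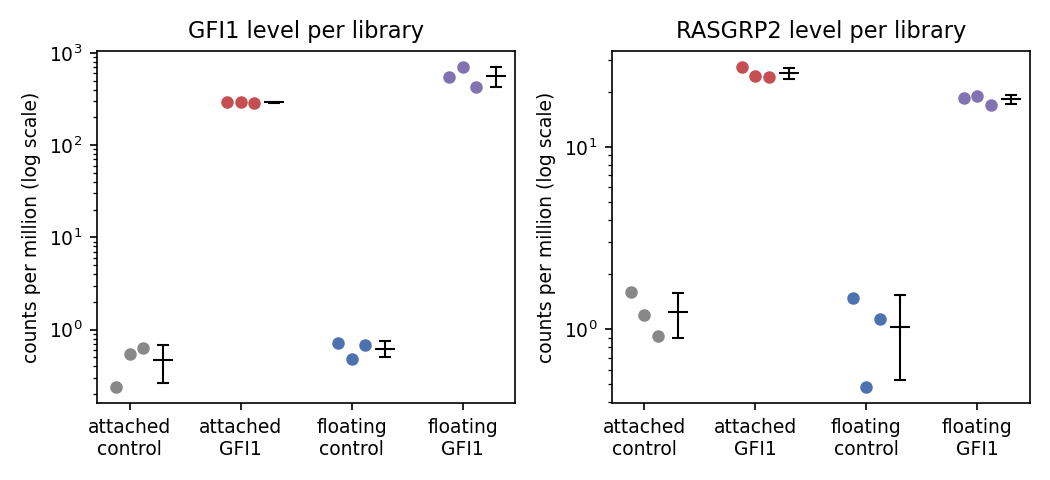
GFI1 and RASGRP2 levels in CPM (log axis) in each library, with a point per library and, beside the points, the mean and SD of the 3 libraries of each group. The RASGRP2 means were 1.24 and 1.03 CPM in the control groups and 25.5 and 18.3 CPM in the GFI1 groups.

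To measure how widely GFI1 changed the transcriptome, GFI1-expressing cells were compared with control cells in each state. Of 17829 genes tested, 11102 differed in attached cells at an adjusted p of 0.05 or less (edgeR's quasi-likelihood test, Benjamini-Hochberg), 5258 higher and 5844 lower with GFI1. In floating cells, 10770 differed, 5223 higher and 5547 lower. The median size among the genes past the threshold was 0.58 log2 units in either state. Requiring a 2-fold change as well moved these counts most, to 3247 genes in attached cells and 3078 in floating cells. Without composition scaling, the median of all genes shifted to 0.14 log2 units in both comparisons, and the share of higher genes among those past the threshold rose from 47.4% to 61.5% in attached cells and from 48.5% to 61.4% in floating cells. The effects in the 2 states share no library but may share the same cell populations. They had a Pearson correlation of 0.897 and a Spearman correlation of 0.845 across the 17829 genes, which are not independent replicates. Of the 8941 genes past the threshold in both states, 98.8% changed in the same direction.

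The genes with the largest changes in each comparison were chosen by a fixed rule among protein-coding genes with a mean of at least 1 log2 CPM, so some genes of lower level had larger fitted changes. The rule also required that the CPM values of the 2 groups did not overlap. In attached cells, the highest after GFI1 itself were LGALS9C (log2 fold change 6.74 ± 0.19), LGALS9B (6.69 ± 0.10), TCN1 (6.15 ± 0.12) and ITGA11 (6.06 ± 0.11). LGALS9B and LGALS9C are near-identical copies, between which reads can be split, so their separate values are uncertain. ITGA11 encodes an integrin subunit and rose from 1.47 ± 0.571 to 97.8 ± 0.689 CPM in attached cells (SD, n = 3 each). The lowest were the fibrinogen genes FGA (-7.12 ± 0.15), FGG (-6.22 ± 0.19) and FGB (-6.08 ± 0.19), with ITIH2 and CEACAM6. ITIH2 had 3 counts or fewer in each attached GFI1 library and was at least 91.4-fold lower. In floating cells, the highest after GFI1 were NPTX1 (6.87 ± 0.31), ITGA11 (5.75 ± 0.11), MUC19 (5.72 ± 0.19) and APOL3 (5.71 ± 0.20). NPTX1 varied among the floating GFI1 libraries, at 661, 1027 and 309 CPM. The lowest in floating cells were FGA (-7.42 ± 0.14), CEACAM6, ITIH2 (-6.69 ± 0.19), TRIML2 (-6.55 ± 0.24) and FGB (-6.06 ± 0.17). By edgeR's quasi-likelihood test, adjusted p values ran from 2.79e-25 to 1.78e-19 in attached cells and from 1.24e-26 to 6.28e-16 in floating cells for the genes named here other than GFI1.

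The study named 11 adhesion-related genes as lowered by GFI1, and their levels were compared in each state. Of these, 10 could be tested, and VCAM1 was too low, with at most 6 counts in any library. In attached cells, 9 of the 10 were lower with GFI1 at an adjusted p of 0.05 or less over all genes tested and 9 when adjusted over the list alone. In floating cells, all 10 were lower by either adjustment. The study picked these genes from these libraries combined with RNA-Seq of H1155 lung cancer cells or with GFI1 binding in ChIP-Seq. The adjustment over the list alone is therefore not independent evidence. CEACAM6 fell most, with a log2 fold change of -6.40 ± 0.10 in attached cells and -6.82 ± 0.09 in floating cells (edgeR's quasi-likelihood test, adjusted p 2.79e-25 and 1.24e-26). Among the integrins, ITGB6 changed by -3.90 ± 0.21 and -3.02 ± 0.29, ITGB8 by -3.39 ± 0.40 and -3.28 ± 0.42, and ITGA6 by -1.93 ± 0.07 and -2.07 ± 0.06 in attached and floating cells. When single libraries were left out, ITGB8 ran from -3.97 to -3.15 in attached and from -4.13 to -2.80 in floating cells. ITGA2 (-1.19 ± 0.13 and -1.73 ± 0.12) and ITGB1 (-0.36 ± 0.04 and -0.54 ± 0.04) were also lower in both states. ITGA1 was at -0.38 ± 0.24 in attached cells (adjusted p 0.178) and reached the threshold only without attached GFI1 replicate 3 (-0.63, adjusted p 0.0499). In floating cells ITGA1 was at -1.25 ± 0.26 (adjusted p 0.000167), and the difference between the states was not past the threshold (adjusted p 0.133). The cytoskeletal genes FLNA (-1.16 ± 0.05 and -0.74 ± 0.05) and ACTN4 (-0.91 ± 0.04 and -0.63 ± 0.04) fell less in floating cells, a difference taken up with the interaction. GBP1 had 3 counts or fewer in each attached GFI1 library and was at least 6.20-fold lower there. Integrins did not fall as a family: of the 24 tested, 12 were higher and 8 lower in attached cells, and 10 were higher and 10 lower in floating cells, with medians of 0.27 and 0.038. The floating median ran from 0.001 to 0.209 when single libraries were left out.

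**Figure D2:**
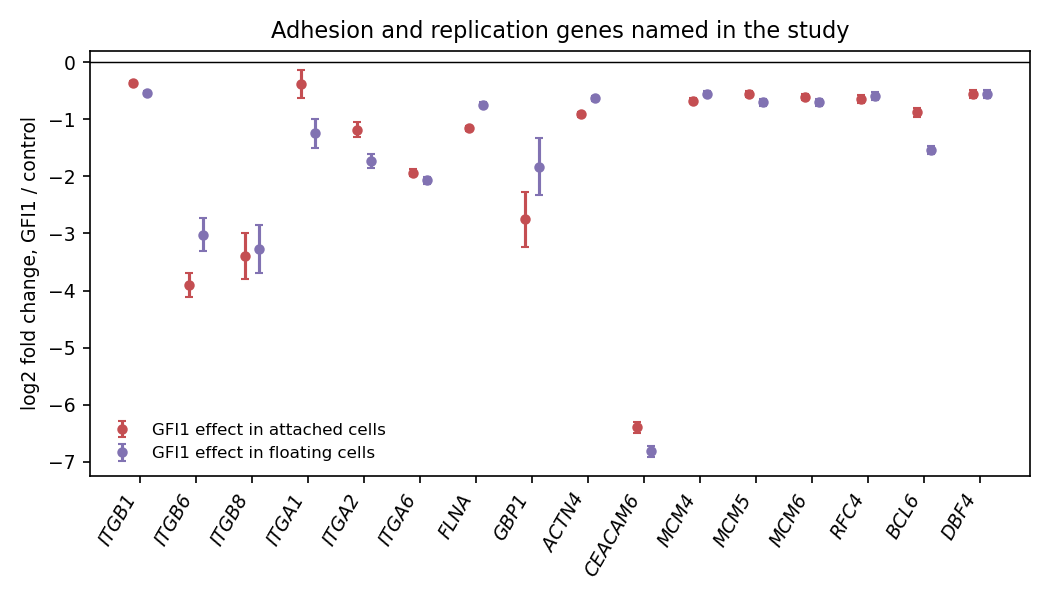
Log2 fold change of GFI1 over control for the adhesion and replication genes named in the study, in attached and floating cells, with points at the estimates and bars of 1 standard error. All points lie below 0 (for GBP1 in attached cells the fitted value is shown), and ITGA1 in attached cells (-0.38 ± 0.24) was the gene not past the threshold.

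The 6 replication genes that the study named were all lower with GFI1 in both states, over all genes tested and when adjusted over the list alone. The study picked these genes by combining GFI1 binding in ChIP-Seq with their fall in RNA-Seq, so their fall here is not independent evidence. Their median log2 fold change was -0.63 in attached and -0.65 in floating cells. MCM4 changed by -0.67 ± 0.05 and -0.55 ± 0.05, and BCL6, which does not belong to the replication machinery list, by -0.88 ± 0.08 and -1.53 ± 0.07 (edgeR's quasi-likelihood test, adjusted p at most 8.83e-10). A wider list of 30 replication machinery genes, which holds 5 of the 6, had medians of -0.50 and -0.44, with 28 members lower in attached cells and 29 in floating cells. PRIM1 was the only member with a positive value in attached cells (0.010 ± 0.117, adjusted p 0.945).

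Gene lists fixed before the data were examined were then tested with camera, limma's competitive set test, with Benjamini-Hochberg adjustment over 55 tests. The study's own gene set analysis had reported mitochondrial genes as lower with GFI1 in suspended A549 cells. It also reported DNA replication as lower among GFI1-bound genes. For the GFI1 effect, tests of mitochondrial lists in floating cells, and of replication and named-gene lists, are therefore not independent evidence. Type I interferon response genes rose together: all 39 tested were higher in attached cells (median log2 fold change 2.76, camera adjusted p 1.65e-22) and 38 in floating cells (2.33, 4.49e-21). DTX3L had the lowest adjusted p of this list, with a log2 fold change of 2.10 ± 0.05 in attached and 1.79 ± 0.05 in floating cells. Mitochondrial ribosome genes were lower, with a median of -0.31 in attached and -0.34 in floating cells (adjusted p 1.51e-07 and 3.59e-08), as were nuclear genes of the respiratory chain (-0.25 and -0.33, adjusted p 3.08e-05 and 1.63e-08). Cytosolic ribosome genes fell further (-0.46 and -0.57, adjusted p 3.19e-18 and 1.65e-22). With library size as the only scaling, the medians of these lists were smaller but still passed. They were -0.162 and -0.212 for mitochondrial ribosome, -0.101 and -0.196 for respiratory chain, and -0.313 and -0.438 for cytosolic ribosome. Mitochondrially encoded mRNAs had a median of -0.22 in attached cells (adjusted p 0.0383) and -0.13 in floating cells (adjusted p 0.19). The attached value moved to -0.070 (adjusted p 0.27) and the floating value to 0.004 with library size as the only scaling. The attached call was also lost with upper quartile scaling (adjusted p 0.0715), with at least 10 counts in every library (0.0946), without attached GFI1 replicate 3 (-0.22, 0.079) and without attached control replicate 2 (-0.17, 0.0912). Without floating GFI1 replicate 3 the floating value passed (-0.15, 0.0333). The named adhesion genes (-1.56 and -1.78, adjusted p 9.83e-06 and 3.56e-06), the named replication genes (adjusted p 0.000816 and 0.000428) and the replication machinery (adjusted p 9.12e-09 and 1.68e-07) were lower by the same test.

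ERK output genes are transcripts that respond to ERK activity. The paper reported higher ERK phosphorylation with GFI1 on immunoblots, taken after a shorter time in suspension than these libraries. Transcript levels do not measure phosphorylation, so this list cannot decide in any comparison here whether ERK itself was more active. The ERK output genes went both ways. In attached cells 7 were higher and 7 lower, and in floating cells 6 were higher and 6 lower. Their medians were -0.038 (camera adjusted p 0.471) and 0.051 (adjusted p 0.902), and the attached median was above 0 with upper quartile scaling (0.014) and with library size only (0.11). By adjusted p, DUSP6 led the rising members in attached cells (1.73 ± 0.11, 4.07e-13) and SPRY4 the falling ones (-1.24 ± 0.09, 1.83e-11). Integrins (adjusted p 0.297 and 0.785) and the RASGRP family (medians 0.36 and 0.79, adjusted p 0.232 and 0.194) did not pass the threshold by camera. Both lists passed upward in attached and floating cells under the alternative test fry. RASGRP2 was the only RASGRP gene of the 3 tested to change. Adjusted over the list alone, 28 and 29 replication machinery genes, 20 and 20 integrins, 61 and 60 mitochondrial ribosome, 51 and 58 respiratory chain, 10 and 7 mitochondrially encoded, 77 and 79 cytosolic ribosome, 39 and 38 interferon, 14 and 12 ERK output genes and 1 and 1 RASGRP gene differed in attached and floating cells. Over all 5 comparisons, 31 of the 55 list tests passed. Of these, 26 also passed in the same direction under fry, a self-contained set test used here as a directional one, and 0 passed when camera estimated the correlation among a list's genes, where 17 had an unadjusted p under 0.05 and the lowest adjusted p was 0.0822. The 5 that did not hold under fry were cytosolic ribosome and interferon with suspension of GFI1-expressing cells, and respiratory chain, cytosolic ribosome and interferon for the interaction. No list's median changed when genes with a group at or under 3 counts were set to their bound.

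**Figure D3:**
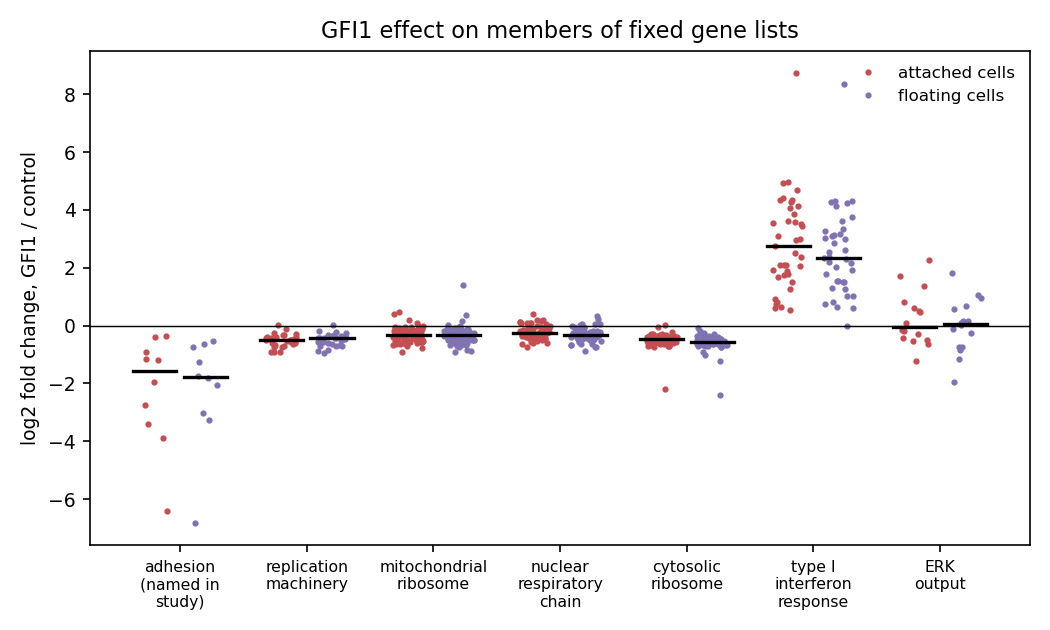
Log2 fold change of GFI1 over control for each tested member of 7 fixed gene lists, in attached and floating cells, with a point per gene and a bar at the list's median. The interferon response medians were 2.76 and 2.33, and ERK output members lay on both sides of 0.

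To examine the response to loss of attachment, floating cells were compared with attached cells in each genotype. In control cells, 7152 genes differed (edgeR's quasi-likelihood test, adjusted p of 0.05 or less), 3489 higher and 3663 lower after suspension, and 909 of them by 2-fold or more, 660 higher and 249 lower. The highest were CA9 (log2 fold change 5.28 ± 0.38), PPFIA4 (4.28 ± 0.15), NDRG1 (4.07 ± 0.28), FOS (3.95 ± 0.14) and FOSB (3.71 ± 0.27). The lowest were CPA4 (-3.83 ± 0.23), ANXA3 (-2.68 ± 0.10), AOX1 (-2.52 ± 0.31), EFEMP1 (-2.41 ± 0.10) and COL12A1 (-2.28 ± 0.11). Their adjusted p values ran from 6.28e-17 to 3.10e-07. In GFI1-expressing cells, 5577 genes differed, 2673 higher and 2904 lower, and 500 by 2-fold or more. The highest were HK2 (4.25 ± 0.39), LOX (3.93 ± 0.42), NDRG1 (3.91 ± 0.27), TPPP3 (3.40 ± 0.12) and PPFIA4 (3.12 ± 0.13). The lowest were ANXA3 (-3.29 ± 0.27), STK32B (-2.28 ± 0.16), DIO2 (-2.23 ± 0.07), C1orf116 (-2.14 ± 0.19) and APLN (-1.89 ± 0.24), with adjusted p values for these 10 genes from 5.43e-17 to 7.34e-07. HK2 was at 7.94, 16.5 and 4.97 CPM in the floating GFI1 libraries, the lowest in replicate 3, and at most 0.785 CPM in the attached GFI1 libraries.

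Replication machinery genes fell with suspension in both genotypes, with medians of -0.68 in control and -0.59 in GFI1-expressing cells (camera adjusted p 2.18e-21 and 1.06e-25). The named replication genes fell likewise (-0.59 and -0.57, adjusted p 0.0025 and 0.000209), except BCL6, which rose by 1.42 ± 0.07 and 0.76 ± 0.08. Mitochondrial ribosome genes were lower by smaller amounts (-0.16 and -0.19, adjusted p 1.40e-05 and 7.27e-08). Integrins (median 0.25, adjusted p 0.00466) and ERK output genes (0.41, adjusted p 0.0157) were higher with suspension in control cells, while in GFI1-expressing cells their medians were 0.073 (adjusted p 0.108) and 0.086 (adjusted p 0.738). Under fry, integrins also passed as higher with suspension in GFI1-expressing cells (adjusted p 0.00283). The respiratory chain (-0.12, adjusted p 9.90e-05), cytosolic ribosome (-0.088, adjusted p 1.32e-05) and interferon lists (-0.17, adjusted p 0.00348) were lower with suspension in GFI1-expressing cells, where in control cells their medians were -0.016, -0.005 and 0.25 (adjusted p 0.738, 0.673 and 0.108). The interferon value in GFI1-expressing cells was -0.092 (adjusted p 0.165) without floating GFI1 replicate 2. The named adhesion genes went both ways, with medians of -0.047 and -0.077 (adjusted p 0.896 and 0.257), as did mitochondrially encoded mRNAs (-0.11 and -0.050, adjusted p 0.197 and 0.673). Without a low-count filter the latter passed in control cells (-0.12, adjusted p 0.00612). Under fry, the named adhesion genes passed as lower with suspension in both genotypes (adjusted p 0.012 and 0.000815). The RASGRP genes had medians of -0.13 and 0.010 (adjusted p 0.896 and 0.673). The median in GFI1-expressing cells ran from 0.203 to 0.561 with 1 library left out, so the value of 0.010 is uncertain. FLNA fell with suspension in both genotypes (-1.11 ± 0.05 and -0.70 ± 0.05), and CEACAM6 rose (1.12 ± 0.06 and 0.70 ± 0.18), the latter at an adjusted p of 0.0632 without floating GFI1 replicate 3.

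Across the 17829 genes, the suspension effects in control and GFI1-expressing cells, which share no library, had a Pearson correlation of 0.544 and a Spearman correlation of 0.530. The Pearson value was 0.710 among genes with a mean of at least 1 log2 CPM, the alternative that moved it most. Of the 4005 genes past the threshold in both genotypes, 96.1% changed in the same direction. Over the 7152 genes past the threshold in control cells, the slope of the effect in GFI1-expressing cells on that in control cells was 0.521.

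**Figure D4:**
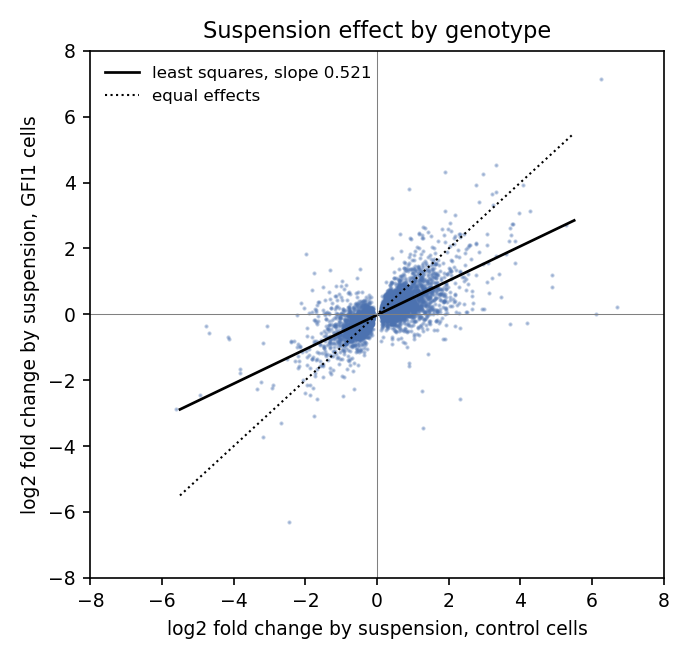
Log2 fold change of floating over attached cells for each gene past the threshold in control cells, with control cells on the x axis and GFI1-expressing cells on the y axis. The fitted line has a slope of 0.521, and the dotted line marks equal change.

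The interaction, which is the GFI1 effect in floating cells minus that in attached cells, tested directly whether the 2 responses depended on each other. It passed the threshold for 1919 genes (edgeR's quasi-likelihood test, adjusted p of 0.05 or less), 848 positive and 1071 negative, of which 241 were 2-fold or more. The suspension change was the smaller one in GFI1-expressing cells for 1404 of them, or 73.2%, and went in opposite directions in the 2 genotypes for 834. The GFI1 change was the smaller one in floating cells for 53.5%. NPTX1 (3.80 ± 0.44), CPA4 (2.17 ± 0.27) and PRICKLE1 (1.94 ± 0.32) had the highest interaction values, with DMBX1 and RFTN1. CA9 (-2.57 ± 0.55), TXNIP (-2.23 ± 0.23) and TCN1 (-1.97 ± 0.22) had the lowest, with TRIM31 and LGALS9B. Adjusted p values for these 10 genes ran from 2.57e-07 to 0.00248. Of the named adhesion genes, FLNA (0.41 ± 0.07), ACTN4 (0.29 ± 0.06), ITGA2 (-0.55 ± 0.18) and ITGB1 (-0.17 ± 0.06) passed, the last pair at adjusted p values of 0.0452 and 0.045. Of the 12 fits that each left out 1 library, 11 lost the call of ITGA2 and 9 that of ITGB1. CEACAM6 was at -0.42 ± 0.20 (adjusted p 0.195), and passed without floating GFI1 replicate 3 (-0.64, adjusted p 0.0323). Of the replication genes named in the study, BCL6 passed (-0.66 ± 0.11, adjusted p 0.000155). By camera, the interaction was negative for integrins (median -0.28, adjusted p 0.00454), respiratory chain (-0.11, adjusted p 0.000244), cytosolic ribosome (-0.093, adjusted p 3.49e-05), interferon response (-0.37, adjusted p 2.18e-05) and ERK output (-0.27, adjusted p 1.35e-05). For the other 6 lists the medians lay between -0.047 and 0.14, with adjusted p values from 0.197 to 0.884, and mitochondrially encoded mRNAs passed without attached control replicate 1 (0.12, adjusted p 0.046) and without a low-count filter (0.069, adjusted p 0.00609).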

Values the study reported

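The study reported that RASGRP2 rose by 20-fold in A549 cells transduced with a GFI1 lentivirus.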

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

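The tests in this part were chosen before their results were seen. Each result here was singled out because a direct test of the interaction, the GFI1 effect in floating cells minus that in attached cells, passed the threshold. The same number is the suspension effect in GFI1-expressing cells minus that in control cells.

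The interaction passed for 1919 genes. Of 100 splits drawn from the 200 possible ones, 6 gave as many genes, the real split included. The other 5 each kept or exchanged a whole genotype group in at least 1 state, and 21 splits of this kind were drawn. Exchanging the floating labels gave 12588 genes, since that split adds up the GFI1 effects of the 2 states. Floating GFI1 replicate 3 was the library nearest the attached ones, but without it the count was 2090, or 1.09 times that with it, which argues against this library as the source of the count. Leaving out floating control replicate 2 gave the lowest count of the 12 such fits, 1481.

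A candidate explanation for the count is a weaker suspension response in GFI1-expressing cells. It cannot be the whole explanation unless noise set some directions, since the change went in opposite directions for 834 of the 1919 interaction genes. The slope of the suspension effect in GFI1-expressing cells on that in control cells was 0.521 over the genes past the threshold in control cells, and 73.2% of the interaction genes had the smaller change in GFI1-expressing cells. A slope of this kind falls below 1 through noise in the x values and the choice of genes alone. The slope of control on GFI1-expressing cells, over genes past the threshold in the latter, was 0.784. An orthogonal fit over the 8724 genes past the threshold in either genotype gave 0.728. Without floating GFI1 replicate 3, these slopes were 0.537, 0.691 and 0.831 in the same order. Each moved toward a stronger response in GFI1-expressing cells, the slope of control on GFI1-expressing cells by falling.

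Whether attached GFI1-expressing cells already carried part of the suspension response, and whether this produced the interaction, stays open. Both effects are measured against the attached control libraries, which ties their signs together. With different attached control libraries for each effect, the Pearson correlation across genes was at least 0.203 over 11414 genes without an interaction, and from 0.239 to 0.25 over 13248 genes that include those with one. Neither correlation singles out the interaction genes. Of these genes, 65.6% had one sign for the GFI1 effect in attached cells and the suspension effect in control cells. The share was 76.9% of 4251 other genes past both thresholds. The other genes were selected by passing both thresholds and the interaction genes were not, so the shares cannot be compared directly. What produced the interaction was therefore not decided. Genes are not independent replicates.

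Among the genes with the highest interaction values, NPTX1 (3.80) fell with suspension in control cells (-1.97 ± 0.39) and rose in GFI1-expressing cells (1.83 ± 0.21), where its level varied between 309 and 1027 CPM. CPA4 (2.17) fell in both genotypes, by more in control cells. PRICKLE1 (1.94) and RFTN1 (1.83) were lower with GFI1 in attached cells (-2.04 ± 0.20 and -1.90 ± 0.17), lower with suspension in control cells (-1.90 ± 0.20 and -1.70 ± 0.17), and changed little with suspension in GFI1-expressing cells (0.042 and 0.12). DMBX1 (1.83) fell in control cells (-0.47 ± 0.15) and rose in GFI1-expressing cells (1.37 ± 0.15).

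Among the lowest, TXNIP (-2.23), TCN1 (-1.97), TRIM31 (-1.94) and LGALS9B (-1.79) were higher with GFI1 in attached cells and with suspension in control cells, and rose by at most 0.33 with suspension in GFI1-expressing cells. The value of LGALS9B is uncertain, as reads can be shared with LGALS9C. CA9 (-2.57) rose in both genotypes, and its interaction had an adjusted p of 0.102 with robust empirical Bayes and from 2.01e-14 to 0.102 over its alternatives. CA9 had only 5 to 8 counts in each attached control library. For the other 9 genes, the interaction passed under all alternatives run, with adjusted p values of at most 0.0116, that of NPTX1. No technical explanation was tested gene by gene.

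Of the genes that the study named, FLNA (0.41), ACTN4 (0.29) and BCL6 (-0.66) kept their calls under all alternatives run. FLNA and ACTN4 were lowered by GFI1 and by suspension, and by less than the sum of both when combined. BCL6 rose with suspension, by less in GFI1-expressing cells. ITGB1 (-0.17) and ITGA2 (-0.55) lay close to the threshold. Over their alternatives, adjusted p values ran from 0.00213 to 0.155 for ITGB1 and from 1.94e-08 to 0.302 for ITGA2. Without attached GFI1 replicate 2, ITGB1 was at -0.15 (adjusted p 0.155), the highest of its adjusted p values with 1 library left out. Of the 12 such fits, 9 lost the call of ITGB1 and 11 that of ITGA2, which was kept only without floating GFI1 replicate 2 (-0.87, adjusted p 1.94e-08). ITGA2 was at -0.37 (adjusted p 0.0771) without floating GFI1 replicate 3, and also lost its call with DESeq2 (0.253) and with robust empirical Bayes (0.302).

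The interaction was negative for 5 lists: integrins (median -0.28), respiratory chain (-0.11), cytosolic ribosome (-0.093), interferon response (-0.37) and ERK output (-0.27). With 1 library left out, these medians stayed negative. In the same order, they ran from -0.361 to -0.176, -0.125 to -0.075, -0.148 to -0.06, -0.454 to -0.297 and -0.327 to -0.2. Under fry, integrins (adjusted p 0.00143) and ERK output (0.00215) also passed, while the respiratory chain (0.0894), cytosolic ribosome (0.251) and interferon lists (0.174) did not. With an estimated correlation none of these passed, at adjusted p values from 0.132 to 0.6. Of the 16 ERK output genes, 14 had a negative interaction, with DUSP4 (-0.50 ± 0.06) the lowest by adjusted p. No biological explanation beyond those above was tested.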

How the results depend on the processing

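The alternatives were fixed in advance, and for reversals and lost calls the cause was not tested unless stated. Requiring a 2-fold change as well gave 3247 and 3078 genes for the GFI1 effect in attached and floating cells, 909 and 500 for the suspension effect in control and GFI1-expressing cells and 241 for the interaction, fewer by construction. Over the remaining alternatives that kept all libraries, counts ran from 9654 to 11376 and from 9439 to 11148 for GFI1, lowest with at least 10 counts in every library and highest with library size only. They ran from 6117 to 7554 and from 4350 to 5634 for suspension, and from 1605 to 2029 for the interaction, lowest with DESeq2. DESeq2 called 9795, 9465, 6086, 4320 and 1556 of the same genes. Across the fits that each left out 1 library, counts ran from 10440 to 10616, 10085 to 10605, 6343 to 6434, 4664 to 5624 and 1481 to 2090 genes. GFI1 and RASGRP2 kept their direction and call under GFI1 expression in both states under all alternatives run.

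With camera's correlation estimated, 0 of the 55 list tests passed, with 17 at an unadjusted p under 0.05. The medians did not move: in attached cells they were -1.56 for the named adhesion genes, -0.63 for the named replication genes, -0.31 for mitochondrial ribosome, -0.25 for respiratory chain and 2.76 for interferon (adjusted p 0.091, 0.132, 0.132, 0.419 and 0.132), and in floating cells -1.78, -0.65, -0.34, -0.33 and 2.33 (0.0822, 0.132, 0.132, 0.231 and 0.132). Under fry, used as a directional test, ERK output passed at a median of -0.038 in attached cells (adjusted p 0.01) and 0.051 in floating cells (0.0286). Its fry direction was up in attached and down in floating cells, opposite to the sign of the median in each, so these calls give the list no direction. Integrins (adjusted p 6.21e-05 and 0.00134) and RASGRP genes (0.000273 in both) passed upward under fry with GFI1 in attached and floating cells. Mitochondrially encoded mRNAs passed downward with GFI1 in floating cells (0.0258). With suspension, the named adhesion genes passed downward in control and GFI1-expressing cells (0.012 and 0.000815), and integrins upward in GFI1-expressing cells (0.00283).

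The ERK output median in attached cells was 0.014 with upper quartile scaling and 0.11 with library size only, and ran from -0.093 to 0.040 across the fits that left out 1 library. With library size only, mitochondrially encoded mRNAs were at 0.004 in floating cells. For suspension in control cells, the cytosolic ribosome median was 0.002 with RLE size factors, 0.015 with upper quartile scaling, 0.015 with library size only and 0.007 with at least 10 counts in every library, and from -0.044 to 0.031 with 1 library left out. The respiratory chain median was 0.004 with upper quartile scaling, 0.005 with library size only and from -0.037 to 0.006 with 1 library left out. The named adhesion genes were at 0.28 with at least 10 counts in every library, which tests fewer of them, and from -0.084 to 0.027 with 1 library left out. Their interaction was 0.13 without a filter and ran from -0.14 to 0.063.

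Other medians changed sign only with 1 library left out. For suspension in control cells, RASGRP genes ran from -0.26 to 0.086. For suspension in GFI1-expressing cells, the named adhesion genes ran from -0.27 to 0.029, mitochondrially encoded mRNAs from -0.073 to 0.013 and ERK output from -0.004 to 0.15. For the interaction, mitochondrially encoded mRNAs ran from -0.016 to 0.12 and RASGRP genes from -0.076 to 0.60.

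Among named genes, DBF4 for the interaction was 0.014 without a filter and ran from -0.070 to 0.067 with 1 library left out. PRIM1 in attached cells was -0.009 without a filter and ran from -0.035 to 0.069. RPS27L with GFI1 in attached cells was -0.004 without a filter, -0.014 with the length offset, -0.014 with replicate block and length offset, and from -0.017 to 0.060. Ranges with 1 library left out crossed 0 for RASGRP2 with suspension in control cells (-0.60 to 0.076) and for the interaction (-0.56 to 0.12), ITGB8 with suspension in GFI1-expressing cells (-0.91 to 0.54) and for the interaction (-0.76 to 0.70), GBP1 with suspension in GFI1-expressing cells (-0.28 to 0.76), RPA2 in floating cells with GFI1 (-0.033 to 0.087), PCNA with suspension in control cells (-0.020 to 0.043) and RASGRP4 there (-0.29 to 0.72). RASGRP2, ITGB8, GBP1 and RASGRP4 had few counts in at least 1 group, so depth limits these values. Of 205 results of named genes, 34 changed under some alternative: 15 became weaker, 10 stronger and 11 reversed. Of 43 other list results, 38 changed: 21 weaker, 10 stronger and 11 reversed. A result could be counted under more than 1 of these labels. No value was had for 52 gene results where the gene was filtered out, and 3 had no DESeq2 adjusted p.

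The correlation of the GFI1 effects was 0.938 over genes with a mean log2 CPM of at least 1 and 0.845 as a Spearman coefficient, and ran from 0.876 to 0.883 with 1 library left out. That of the suspension effects was 0.710 over those genes and ran from 0.494 to 0.515, with 18263 to 18366 genes tested in these fits.

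The labels give replicate numbers that could pair libraries. Over 18 pairs with the same number, residual correlations ran from -0.077 to 0.12 with a median of 0.00993, against -0.00555 for other pairs, so the numbers were not used as pairs. With a replicate block, 2 of 270 results changed: the interaction of ITGB1 (adjusted p 0.0604) and MT-ND5 with suspension in GFI1-expressing cells (0.0574).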

Other observations

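The tests of interferon transcripts, of the interferon list against the GFI1 level and of zinc-finger clusters were chosen only after the result was seen, as was the ratio of slopes that decided the test of mixing in floating GFI1 replicate 3. The hypoxia and YAP target lists were written after the genes with the largest suspension effects were seen.

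For each of the 4 pairwise comparisons, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes past the threshold. The other splits gave 0 genes, with at most 402, 563, 608 and 1231 genes at an unadjusted p under 0.05 for the GFI1 effect in attached and floating cells and the suspension effect in control and GFI1-expressing cells. With 3 libraries against 3, this share cannot go below 0.1.

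Interferon response genes were higher with GFI1 in both states. Removing each library's trend with gene length left the median at 1.01 times its value or more, and removing the trend with GC content left it at 0.965 times or more, which argues against either trend as the cause. The 425 other genes within 500 kilobases of the list's members had medians of 0.022 and 0.030, at most 0.0128 of the list's median, which argues against extra copies of these regions. The list did not follow the GFI1 level within GFI1-expressing cells: GFI1 rose with suspension while the list's median changed by -0.17, and by -0.092 without floating GFI1 replicate 2. Transcription of interferon genes by the cells themselves stays open, since IFNB1, IFNL1, IFNL2 and IFNL3 had at most 2 counts in any GFI1 library and at most 3 in any control library, too few to decide. IFNA1, chosen after its values were seen, did not rise in both states (0.50 ± 0.41 attached, -1.16 ± 0.37 floating). A response to lentiviral transduction itself may also account for the rise. The paper describes empty-vector A549 controls for its animal assays, and states that GFP-sorted cells went into RNA-Seq and animal assays. Neither it nor the sample labels state whether the RNA-Seq controls carried an empty vector, so a response to transduction was not tested.

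The fall of mitochondrial ribosome genes with GFI1 in floating cells was 0.994 of its value with the length trend removed and 1.01 of its value with the GC trend removed, so neither trend accounts for it. Among 10000 random lists matched on expression and gene length, 95% had medians from -0.26 to -0.018, and the list lay at percentile 0.04. Transcripts of matched expression and length thus fell in general, but by less than this list. The matching does not separate expression from length. The respiratory chain lay at percentile 1.19. Cytosolic ribosome genes lay below all of the random lists, at percentile 0. The fall was therefore not particular to mitochondrial genes. No biological explanation was tested.

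The hypoxia list rose with suspension in both genotypes, with a median of 0.887 in control and 0.860 in GFI1-expressing cells, where 23 and 25 of its 29 genes were higher (camera adjusted p 1.14e-13 and 1.05e-20, fry 0.000157 and 0.000118). With an estimated correlation it did not pass (adjusted p 0.138 and 0.0948). This list's interaction median was 0.006 (adjusted p 0.94), and with GFI1 its medians were -0.10 in attached and 0.18 in floating cells (adjusted p 0.633 and 0.868). Under fry the hypoxia list passed with GFI1 in both states (0.0312 and 0.0349), with 12 and 13 genes higher and 13 and 11 lower. A lower oxygen supply to floating cells may explain the rise of CA9, NDRG1 and HK2. YAP targets fell, with medians of -0.482 and -0.249 and 15 and 10 of 18 genes lower (adjusted p 7.44e-07 and 0.000444), and passed with an estimated correlation too (0.00627 and 0.0294). Their interaction median was 0.20 (adjusted p 0.0188, but 0.0948 with an estimated correlation), and the medians with GFI1 were -0.31 and -0.054 in attached and floating cells (adjusted p 0.051 and 0.385). Under fry the list passed with GFI1 in both states (1.83e-07 and 7.84e-07), with 11 and 8 genes lower and 5 and 7 higher. Its mean level was 6.16, 6.12 and 6.16 log2 CPM in the attached control libraries, 5.39, 5.40 and 5.44 in attached GFI1 libraries and 5.81, 5.77 and 5.74 in floating control libraries, so the mean was lower with GFI1 without suspension. CYR61 (-1.59 ± 0.07 and -1.57 ± 0.08) and CTGF (-1.98 ± 0.20 and -1.11 ± 0.24), chosen after their values were seen, fell with suspension in control and GFI1-expressing cells. Loss of YAP activity on detachment is a candidate explanation.

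Floating GFI1 replicate 3 had a GFI1 level of 430.2 CPM, 31.2% under the mean of the other floating GFI1 libraries. Control cells mixed into it would bring back the transcripts that GFI1 had lowered. Over 22 genes at least 32-fold lower with GFI1, the return was 0.252% of the control level, 0.00809 of the share that the fall of GFI1 would need. A weaker response throughout would shrink the rises and the falls alike, and attached GFI1-expressing cells mixed in would shrink the falls more on the log2 scale, since mixing adds up counts. The rises shrank more: the slope on the other 2 libraries was 0.638 for genes that rose and 0.828 for those that fell, a ratio of 0.771 against 1.11 and 1.27 when the other libraries were tested in this way. An unequal hypoxia response may be part of the difference: the mean level of the hypoxia list was lowest in replicate 3 and spanned 0.501 log2 units over the floating GFI1 libraries, against 0.067 over the floating control libraries.

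GFI1 was 1.93-fold higher in floating than in attached GFI1-expressing cells. Whether its targets followed cannot be told apart from noise here. Over genes past the threshold in attached cells, the slope of the floating on the attached effect was 0.889, while the inverse of the slope taken the other way was 1.09, and an orthogonal fit gave 0.982, or 1.01 without floating GFI1 replicate 3. The ratio of the log2 fold changes of GFI1 itself, 1.06, lay between these bounds.

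Neighbouring genes shifted together between GFI1-expressing and control cells. Of 344 windows of 50 genes, 13 passed against random windows in both GFI1 comparisons with the same sign, and 0 passed in both suspension comparisons, where 0 passed in control cells and 4 in GFI1-expressing cells. In attached and floating cells, 20 and 30 windows passed. Of the 13, 6 were higher and 7 lower, with medians from -0.40 to 0.48 in attached cells, and no more than 2 were adjacent. A difference in copy number between the lines is a candidate explanation, and broad regulation of whole domains by GFI1 stays open. On chromosome 19, 5 windows were higher. Their 250 genes include 71 zinc-finger genes, but without these the median was 0.336 against 0.409 with them, or 0.822 of it, which argues against zinc-finger clusters as the sole source. The window from 57240685 to 58326933 on chromosome 19 had the highest median in attached cells, 0.48.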
